A study of Solanum lycopersicum with 2 samples. Its data were reported in "A suberized exodermis is required for tomato drought tolerance" (2024).

How the data were processed

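Protoplasts were prepared from the terminal 3 cm of M82 primary roots at 7 days after sowing and loaded on a droplet platform that tags the 3′ end of each transcript with a cell barcode and a UMI, with 10000 cells aimed at per library. The authors aligned the reads with cellranger to the tomato genome build SL4.0 with its ITAG4.1 annotation, to which organelle sequences had been added. The deposited matrices hold raw UMI counts per gene and barcode, without normalization, for barcodes already called as cells by the authors' software. Each of the 2 libraries has 34716 genes, among them 23 plastid and 5 mitochondrial entries. The labels put both libraries in 1 group, M82 root, as replicates 1 and 2. The total count was 187215851 UMIs in replicate 1 and 81175339 in replicate 2, a 2.31-fold difference. Gene identifiers are those of the count tables. The names of the suberin genes are the study's, and no coordinates were used here, since the gene table at hand is of another assembly.

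The filters on cells and on protoplasting-induced and rarely seen genes followed the study's methods, and organelle genes were left out in addition. Cells with fewer than 500 UMIs or with more than 1% of UMIs from organelle genes were removed, which took 78 cells of replicate 1 and 22 of replicate 2. Organelle genes, genes seen in 3 cells or fewer, and the protoplasting-induced genes listed by the study were left out, and 820 of these 821 matched. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were chosen by dispersion within 20 bins of the mean. The suberin list, the module and the exodermis markers were kept out of this choice, so that the genes reported did not define the clusters. Each gene was centred within each library, scaled and limited to 10 SD. Cells were joined by shared neighbours (20 neighbours, 35 principal components) and clustered with the Leiden method (leidenalg 0.10.2, igraph 0.11.9, resolution 1, seed 1) in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0. The study annotated its clusters with other gene sets and traced trajectories, so the cluster names here are rebuilt and differences from the study may come from that. The exodermis-like cluster was the one with the highest mean z score over 20 markers, members of the study's late exodermal genes outside the suberin list and the module. Genes were ranked by fold with 5 CPM added to both levels. Another cluster was named only where at least 3 markers of a class peaked in it. Doublets were kept, since the study's methods name no step that removes them. Scrublet (scanpy 1.11.5) called 0 cells in both libraries with its own threshold, so it did not work here, and the cells with the highest scores were removed in an alternative.

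Cells are not replicates. Counts were summed per library and cluster, and the 26 clusters with at least 10 cells in each library entered 1 model with library as a block (edgeR 4.0.16, TMM, filterByExpr, glmQLFit and glmQLFTest). The contrast was the exodermis-like cluster minus the unweighted mean of the other 25. P-values were adjusted by Benjamini-Hochberg over all genes tested and over the list alone, with a threshold of 0.05. Standard errors were taken as the size of the log2 fold change over the square root of F. The module was tested with camera (limma 3.58.1, inter-gene correlation 0.01) and fry, against tested genes not used as clustering features. CPM values are counts per 1000000 UMIs of the summed cells over the genes kept. Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals, and a count of 0 is given with the limit of 3 counts. Both cover counting error only. Genes named from the module were the 5 with the highest and the 3 with the lowest log2 fold change among those past the threshold with the same direction in both libraries, and identifiers are printed for at most 2 of each, since no names come with them. The test was tested on simulated data. Of the simulated genes, 13445 passed the filter, 170 of them changed genes. Of these, 65.1% of the 4-fold changes and 26.2% of the 2-fold changes were called with the right sign. Of the calls, 1.27% were unchanged genes. The slope of the estimated on the true log2 fold change was 1.13. Apart from the changed genes, all clusters and libraries were simulated with the same expression profile and a dispersion of 0.05. Real clusters and libraries differ from each other, so these rates may not hold for the contrast used.

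The groups, tests, gene lists and most alternatives were fixed before the data were examined. The alternatives were clustering resolutions of 0.5 and 2, the listed genes kept as clustering features, no centring, at least 1000 UMIs per cell, an organelle limit of 5%, protoplasting-induced genes kept, seed 2, DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0 (with limma's cameraPR for the module), no filter on low counts, no replicate block, 2 sums per library, a contrast against the closest cluster, each library alone, other depths for the single-cell measures, and a pseudocount of 0.1. Integration of the libraries with Seurat 5.3.0, the removal of high doublet scores (0.8% per 1000 cells), thinning to 1000 UMIs and a count of 3 in place of 0 in the lowest part of the marker ranking were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.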

Results

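Single-cell RNA sequencing counted transcripts in protoplasts, cells freed from their walls by enzymes, of the outer 3 cm of primary root tips of tomato cultivar M82 at 7 days after sowing. Both libraries belonged to 1 group, so no condition was compared with another. The comparisons that follow set one cluster of cells against the others, with the 2 libraries as replicates. Replicate 1 held 12481 barcodes and 187215851 UMIs (unique molecular identifiers, each marking 1 captured transcript), with a median of 7997 UMIs and 2756 genes per barcode. Replicate 2 held 10253 barcodes and 81175339 UMIs, with a median of 3790 UMIs and 1781 genes. The barcode with the fewest UMIs held 1063 in replicate 1 and 500 in replicate 2. After the filters on cells, 12403 cells remained in replicate 1 and 10231 in replicate 2, with 21682 genes.

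The libraries were first compared with each other. Across genes, which are not independent replicates, log2(CPM + 1) of the summed libraries had a Pearson correlation of 0.98 and a Spearman correlation of 0.979. The lowest Pearson correlation under another setting was 0.967, over the 14256 genes with at least 1 CPM in both libraries. Within clusters the Pearson correlation lay between 0.877 and 0.985, and it was 0.919 in the exodermis-like cluster. Clustering without the suberin-related genes gave 30 clusters, of which 26 held at least 10 cells of each library. The other 4 held 1650 cells of replicate 2, 16.1% of that library, and 2 cells of replicate 1. Among the 26 clusters, 7 also had over 80% of their cells from 1 library. Cluster 13, as an example, held 635 cells of replicate 1 and 38 of replicate 2.

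The exodermis is the outermost cortical layer of the tomato root, in which suberin, a hydrophobic wall polymer, is deposited. Cluster 26 had the highest mean score over 20 exodermis markers, and 17 of the 20 had their highest level there. The study chose these markers on the same libraries. The next question was how many cells this exodermis-like cluster held. It held 79 cells of replicate 1, a share of 0.637% with an exact 95% binomial interval from 0.505% to 0.793%. In replicate 2 it held 285 cells, a share of 2.79% with an interval from 2.48% to 3.12%. The intervals cover counting error only. The mean share was 1.71% ± 1.52 (SD, n = 2), so the share differed 4.37-fold between replicates. At the lower clustering resolution of 0.5 the mean share rose to 4.48%, from 2.91% in replicate 1 and 6.04% in replicate 2, a 2.07-fold difference. Clustering each library alone gave a share of 3.03% without replicate 1 and of 3.55% without replicate 2. In that last cluster of 440 cells, 12.7% had a SlASFT UMI, compared with 68.4% of the 79 cells above. The cells of the exodermis-like cluster were shallow, with a median of 2362 UMIs in replicate 1 and 1529 in replicate 2, which was 0.293 and 0.402 of the library's median. Over all 364 cells the median of this ratio was 0.389. Among the 10 leading genes by fold, 9 were genes of the co-expression module and none was a marker. Among the 10 leading genes outside the module and the suberin list, 3 were markers. A cluster under 0.333 of its library's median depth with no marker among its leading genes was to stay unnamed. Replicate 1 alone falls under that limit, and the ratio over all cells of the cluster was chosen only after the ratios of both libraries had been seen, so the name holds under the pooled reading alone. Markers also placed endodermis-like (cluster 12, 5 of 5 markers), xylem-like (cluster 27, 5 of 5), phloem-like (cluster 17, 4 of 5) and dividing-like cells (cluster 11, 5 of 6), and the remaining clusters kept a number.

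To ask in which cells the suberin biosynthetic genes are transcribed, the exodermis-like cluster was compared with the mean of the 25 other clusters. The list of 13 genes had been picked by the study partly on these libraries. SlFAR3B was not analysed here. Of the 12 others, 11 passed the filter on low counts, and all 11 were higher in the exodermis-like cluster with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, both over the 16169 genes tested and adjusted over the list alone. The second count is not independent evidence. The direction was the same in each library for all 11. The count moved most, to 10, under DESeq2's Wald test and at resolution 0.5, where 10 genes of the list were tested. Across all genes tested, 2945 were higher and 2061 lower, so that 58.8% of the calls were higher. With DESeq2's size factors in edgeR the numbers were 3478 and 1453, or 70.5%, as the median log2 fold change of all genes moved from -0.08 to 0.11. Lower calls outnumbered higher ones with 2 sums per library (2320 higher and 2666 lower, 46.5% higher) and against the closest cluster (2587 and 2664, 49.3%).

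SlASFT (Solyc03g097500), which encodes a feruloyl transferase, was the most abundant gene of the list. It was present at 2520 CPM in the exodermis-like cluster of replicate 1 (801 UMIs) and at 3260 CPM in replicate 2 (2895 UMIs). All other cells held 1.14 and 6.86 CPM. The log2 fold change was 9.74 ± 0.28 (SE; edgeR adjusted p = 4.04e-27). Of all SlASFT UMIs, 79.8% in replicate 1 and 84.8% in replicate 2 were in this cluster. The 8 other enzyme genes of the list had log2 fold changes from 6.93 to 9.69. These were SlFAR3A (Solyc06g074390), SlCYP86A (Solyc01g094750), SlCYP86B1 (Solyc02g014730), SlKCS2a (Solyc09g083050), SlKCS2b (Solyc03g005320), SlGPAT4 (Solyc01g094700), SlGPAT5 (Solyc04g011600) and SlLACS4 (Solyc01g095750). SlKCS2b reached a mean of 862 CPM ± 578 (SD, n = 2) in the cluster. SlCYP86A was the lowest, at 35.1 CPM ± 14.1 (SD, n = 2) from 8 and 40 UMIs. Of these 8 genes SlKCS2a was the most abundant outside the cluster, with 4.37 and 3.26 CPM in all other cells. The share of a gene's UMIs that lay in the cluster ran from 12.4% (SlKCS2a) to 76.7% (SlGPAT5) in replicate 1. In replicate 2 it ran from 61.5% (SlCYP86A) to 88.6% (SlFAR3A). Most SlKCS2a, SlCYP86A (18.2%) and SlGPAT4 (38.7%) UMIs of replicate 1 were thus outside the cluster. The neighbouring reductase gene Solyc11g067180 reached 28.3 and 58.6 CPM, from 9 and 52 UMIs, and its log2 fold change was 9.35 ± 0.56 (SE; edgeR adjusted p = 5.35e-11). How reads shared by close gene copies were counted is not known for this gene. Many clusters held few or no UMIs of these genes, and fitted fold changes then depend on how zeros are treated. When each library was reduced to 2 sums, the cluster and all other cells, the log2 fold change was 9.82 for SlASFT and 9.37 for SlFAR3A. When each library was clustered alone, with no test and on the log2(CPM + 1) scale, the difference for SlASFT was 8.80 without replicate 1 and 6.50 without replicate 2. For the 8 other enzyme genes it lay between 4.94 and 8.79 without replicate 1 and between 1.46 (SlCYP86A) and 4.43 without replicate 2, and for Solyc11g067180 it was 5.77 and 1.71.

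**Figure D1:**
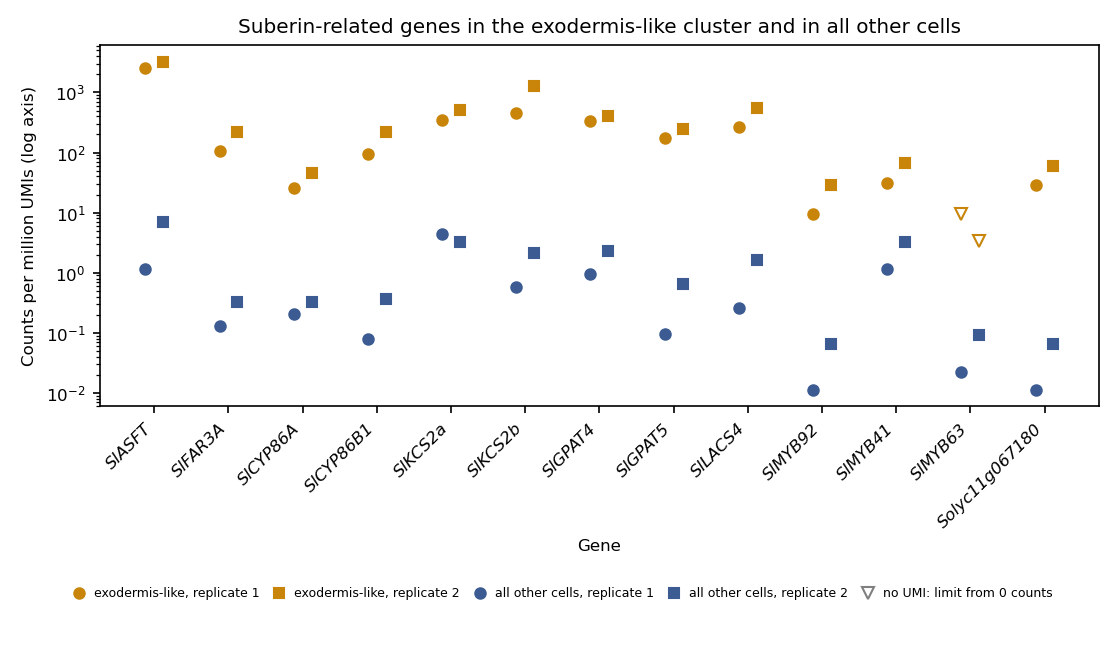
CPM (log axis) of the genes of the suberin list and of Solyc11g067180 in the exodermis-like cluster (ochre) and in all other cells (blue), for replicate 1 (circles) and replicate 2 (squares). Every gene with a UMI in the cluster lies above its level in all other cells in both libraries, from SlMYB92 at 9.45 and 29.3 CPM to SlASFT at 2520 and 3260 CPM. Open triangles mark the limit that a count of 0 allows, here for SlMYB63.

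The 3 transcription factors of the list were then compared. SlMYB92 (Solyc05g051550) was rare, with 3 UMIs (9.45 CPM) in the exodermis-like cluster of replicate 1 and 26 (29.3 CPM) in replicate 2. All other cells held 2 and 5 UMIs. Its log2 fold change was 8.18 ± 0.70 (SE; edgeR adjusted p = 2.44e-08). This was the gene not called by DESeq2's Wald test, in which the log2 fold change was 7.26 with an SE of 7.52. It was also the gene left untested at resolution 0.5, so both lower counts of the list concern SlMYB92. On the log2(CPM + 1) scale, with each library clustered alone and no test, its difference was 4.76 without replicate 1 and 0.79 without replicate 2. SlMYB41 (Solyc02g079280) was higher in the exodermis-like cluster than in the mean of the others, by 6.17 ± 0.49 on the log2 scale (SE; edgeR adjusted p = 1.77e-12). With 2 sums per library its log2 fold change was 4.38, and with each library clustered alone the difference was 4.76 without replicate 1 and 1.79 without replicate 2. It was present at 31.5 and 66.5 CPM in the exodermis-like cluster, at 23.1 and 97.7 CPM in cluster 21, and at 16.8 and 14 CPM in the endodermis-like cluster. Only 4.63% of its UMIs in replicate 1 and 19.3% in replicate 2 were in the exodermis-like cluster. The difference between the exodermis-like cluster and cluster 21 was not tested and changed direction between libraries. SlMYB63 (Solyc10g005550) was near the limit of detection, with 4 UMIs in replicate 1 and 7 in replicate 2 over all cells. No UMI of it fell in the exodermis-like cluster, which allows up to 9.45 CPM in replicate 1 and 3.38 CPM in replicate 2.

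**Figure D2:**
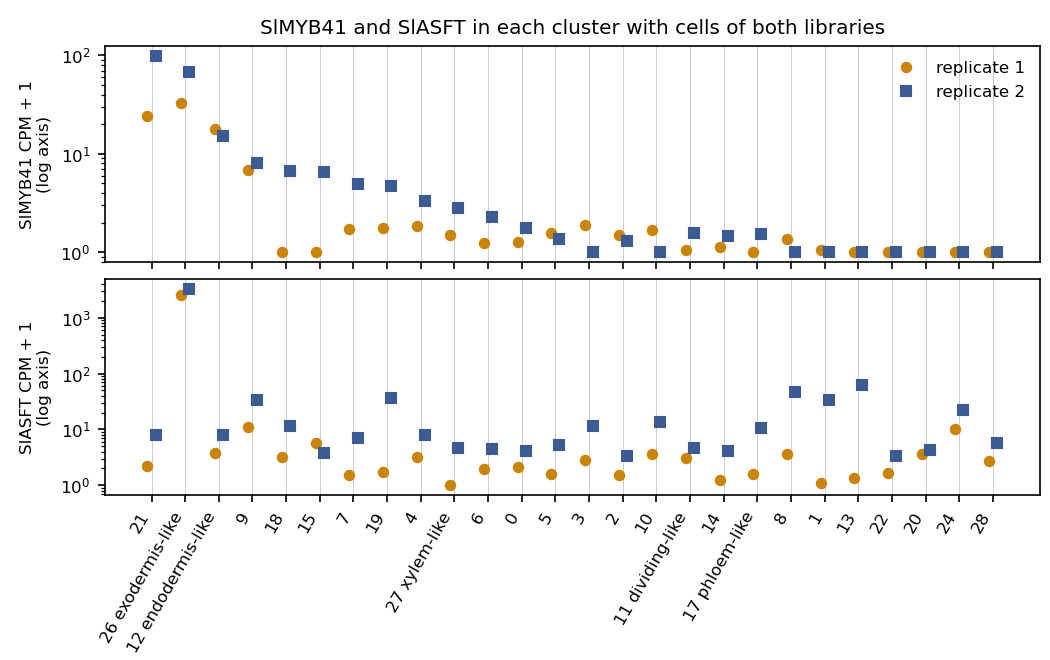
SlMYB41 (top) and SlASFT (bottom) in CPM + 1 on a log axis for each of the 26 clusters with at least 10 cells of each library, ordered by mean SlMYB41 level, for replicate 1 (circles) and replicate 2 (squares). SlASFT is highest in cluster 26, at 2520 and 3260 CPM, with 0.342 and 60.2 CPM in the next cluster (9 and 15 UMIs), while SlMYB41 is also high in cluster 21, at 23.1 and 97.7 CPM, and in the endodermis-like cluster 12, at 16.8 and 14 CPM.

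The study had defined a module of 180 co-expressed genes from bulk root transcriptomes, and the question here was whether the module as a whole marks the exodermis-like cluster. Of the 180 genes, 162 matched a gene of the count tables and 145 were tested. Of these, 120 were higher in the exodermis-like cluster and 4 were lower with an edgeR adjusted p-value under 0.05, and 123 and 5 were so when adjusted over the list alone. The study's text also counts SlMYB92 and SlMYB63 in the module, but the list of its genes used here does not hold them. The listed module shares 9 tested genes with the suberin list, and outside that list 111 of 136 genes were higher. Among the 14290 tested genes that were neither in the module nor used for clustering, 15.3% were higher and 14.1% were lower. The median log2 fold change of the module was 6.70, compared with -0.14 for those genes. Under camera with an inter-gene correlation of 0.01, the two-sided p-value for the module was 8.14e-121. The call held under fry (p = 2.08e-21) and under camera with the estimated correlation of 0.151 (p = 4.14e-08). Among the alternatives with a test, DESeq2's Wald test moved the count most, with 104 genes higher, 101 of them among the 120. Without replicate 1 and with no test, 142 module genes lay above the mean of the other clusters. Each library clustered alone gave a median of 4.31 on the log2(CPM + 1) scale without replicate 1 and of 1.62 without replicate 2.

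The largest log2 fold changes of the module outside the suberin list lay between 10.05 and 10.50, over the 5 highest genes. The files give descriptions for these identifiers, several of them marked as low quality, but no gene names. Solyc04g014280 was the highest, at 81.9 and 93.6 CPM in the exodermis-like cluster and 0.0337 and 0.0528 CPM in all other cells (log2 fold change 10.50 ± 0.52, SE; edgeR adjusted p = 2.3e-12). It was not called by DESeq2's Wald test. Solyc04g014320 followed, at 2270 and 2530 CPM against 1.06 and 5.58 CPM (10.14 ± 0.31, SE; edgeR adjusted p = 1.37e-25). Of the module genes that were lower, Solyc06g073180 fell by 1.19 on the log2 scale (SE 0.32; edgeR adjusted p = 0.0039), from 44.2 and 62.2 CPM in all other cells to 18.9 and 34.9 CPM. Solyc02g089690 had the lowest fitted value, -2.99 ± 1.14 (SE; edgeR adjusted p = 0.0428), which rested on 1 UMI in replicate 1 and 0 in replicate 2 of the cluster, and 7 of its alternatives did not pass the threshold.

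The study described the enzymes and SlMYB92 as overlapping in part, so their detection in single cells was compared. In the exodermis-like cluster, 68.4% of cells in replicate 1 and 75.4% in replicate 2 had a SlASFT UMI. In the phloem-like cluster, which is not known to make suberin, the shares were 0.617% and 3.37%, at median depths of 7825 and 2643.5 UMIs per cell. Of the 54 SlASFT-positive cells of the cluster in replicate 1, 3 had a SlMYB92 UMI, a share of 5.56% with an exact 95% interval from 1.16% to 15.4%. In replicate 2, 19 of 215 did, a share of 8.84% with an interval from 5.41% to 13.5%. The mean was 7.20% ± 2.32 (SD, n = 2). In the reverse direction, all 3 SlMYB92-positive cells of replicate 1 and all 19 of replicate 2 also had a SlASFT UMI, with intervals from 29.2% and from 82.4% to 100%. Outside the cluster, 2 cells of replicate 1 had a SlMYB92 UMI and none of them a SlASFT UMI, while in replicate 2 all 4 such cells had both. After each cell was thinned to 2000 UMIs, 43 cells of replicate 1 and 121 of replicate 2 remained in the cluster. The share of SlASFT-positive cells with a SlMYB92 UMI was then 4% and 6.59%. At this depth a cell without a SlMYB92 UMI cannot be told from a cell that lacks the transcript.

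Cells of the exodermis-like cluster were finally ranked by the share of their UMIs from the exodermis markers, and the levels of the suberin list were compared across 3 equal parts of this ranking. The study had picked the markers, and most genes of the list, for expression at the end of its exodermal trajectory in these libraries. A rise of the list along the ranking is therefore not independent evidence. SlASFT rose from 241 CPM in the lowest part to 2339 and 6086 CPM in the middle and top parts in replicate 1, and from 726 to 3645 and 7297 CPM in replicate 2. SlMYB63, with no UMI in the cluster, was left out of the summary. The median over the 11 other genes of the log2 ratio of the top to the lowest part, with 1 added to each CPM, was 5.22 in replicate 1 and 4.15 in replicate 2 (mean 4.68 ± 0.75, SD, n = 2). The size of this ratio depends on the number added, since 5 of the 11 genes in replicate 1 and 1 in replicate 2 had no UMI in the lowest part. With those genes set to 3 UMIs, the limit that a count of 0 allows, the median was 4.25 in replicate 1 and 3.69 in replicate 2. The alternative that moved it most was clustering resolution 0.5, with 6.31. SlMYB92 had no UMI in the lowest part of either library, which allows up to 24.9 CPM in replicate 1 and 7.87 CPM in replicate 2. In the top part it was at 36.2 CPM in replicate 1, from 3 UMIs, and at 113 CPM in replicate 2, from 24 UMIs, so that a rise in replicate 1 was not detectable at this depth. SlMYB41 was at 0, 61.3 and 36.2 CPM in the 3 parts of replicate 1, from 0, 7 and 3 UMIs. There 0 allows up to 24.9 CPM, so a change from the lowest to the top part was not detectable. In replicate 2 it was at 76, 78.4 and 33 CPM, lower in the top than in the lowest part. Whether the libraries differ in this cannot be told. The top part held shallower cells than the lowest, with a median of 1743 against 2376 UMIs in replicate 1 and of 1137 against 2129 in replicate 2.

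**Figure D3:**
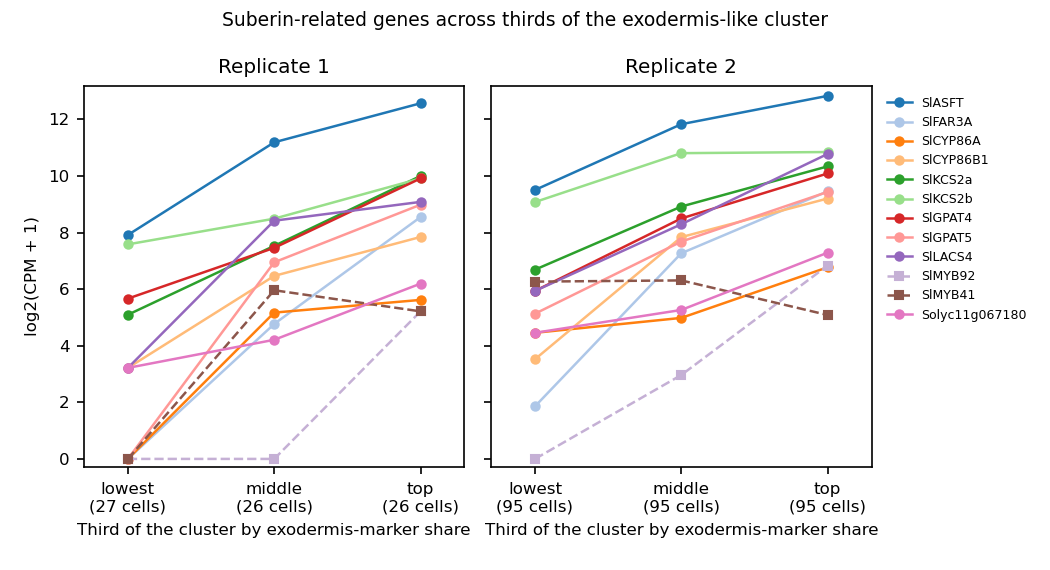
log2(CPM + 1) of the suberin-related genes in the lowest, middle and top part of the exodermis-like cells of replicate 1 (left) and replicate 2 (right), ranked by the share of UMIs from exodermis markers. Solid lines with circles are enzyme genes and dashed lines with squares are transcription factors. SlASFT reaches 6086 and 7297 CPM in the top part. SlMYB41 goes from 0 (up to 24.9) to 36.2 CPM (3 UMIs) in replicate 1, where a change was not detectable, and from 76 to 33 CPM in replicate 2.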

Values the study reported

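The study reported 22,207 cells after its quality filters. Its co-expression module held 180 genes and was enriched in suberin-related genes with an odds ratio of 16.1. Of the 3 MYB transcription factors it examined, it described only SlMYB92 as restricted to the end of the exodermal trajectory.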

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

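The test of evenly spread RNA for the protoplasting-induced genes and the restriction of the organelle test to the cells kept were chosen only after results were seen.

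Genes that the study lists as induced by protoplasting were left out of the comparisons, except in the alternative that kept them, and their signal was above the limit that a count of 0 allows. They made up 4.57% of the UMIs of the cells kept in replicate 1 and 5.54% in replicate 2. RNA released during digestion and spread evenly over droplets may add to this. In equal amounts per droplet it would give a lower share in deeper cells, and in amounts that grow with a cell's depth it would give like shares. Across the 26 clusters with cells of both libraries, the share lay between 1.42% and 20.2% in replicate 1 and between 1.09% and 22.1% in replicate 2. Cluster 6 was the highest in both, at a median depth of 9128 and 7866 UMIs. Among clusters of lower median depth, the lowest share was 1.48% in replicate 1 (cluster 20, 3625.5 UMIs) and 1.09% in replicate 2 (cluster 13, 1025.5 UMIs). The share in cluster 6 was thus 13.7 and 20.2 times that of a cluster of shallower cells, which argues against evenly spread RNA as the whole source. The exodermis-like cluster had 4.48% and 4.78%. Whether the genes were induced in some cell types during digestion, or are expressed there in intact roots, stays open. Both libraries were protoplasted, so no biological explanation was tested.

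Organelle genes, also left out, gave 0.00964% of the UMIs of the cells kept in replicate 1 and 0.0154% in replicate 2. Damaged cells that lost cytoplasmic transcripts are a candidate source. In the shallowest 10% of the cells kept the organelle share was 0.0649% in replicate 1, compared with 0.00917% in the rest, and 0.0788% in replicate 2, compared with 0.0149%. The ratio was 7.08 in replicate 1 and 5.31 in replicate 2. Over all barcodes, the form planned, it was 16 and 7.03, but this includes the barcodes removed for a high organelle share. Damaged cells need a higher share in shallow cells. Free RNA in equal amounts per droplet and a cell type with few transcripts and many organelles would give one too, and both stay open. The shallowest cells held only 5.71% and 4.29% of the organelle UMIs, so the source of most of these UMIs stays open. No biological explanation was tested, since the design has 1 group.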

How the results depend on the processing

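The Seurat integration, the removal of high doublet scores, the thinning to 1000 UMIs and the setting of counts of 0 to 3 were chosen only after the data were seen, and the other alternatives were planned. The planned removal of Scrublet's calls was not run, since Scrublet called 0 cells.

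The count of suberin genes that were higher stayed between 10 and 11 across its 18 alternatives. Across the fits that each left out one replicate it was from 11 to 11, counted as genes above the mean of the other clusters, with no test. At resolution 0.5 only 10 genes of the list passed the filter, and all 10 were called. The count of module genes that were higher lay between 104 and 142 across 18 alternatives, the latter without a test in replicate 2 alone, and from 127 to 142 across the fits that each left out one replicate. Without the replicate block it was 117, all of them among the 120 of the blocked model. Integration with Seurat gave 122, of which 120 were shared. The number of module genes that were lower changed by more than 1.5 times in some settings, from 4 to 1 with at least 1000 UMIs per cell, 2 at resolution 2, 2 with the listed genes kept as features and 2 without the replicate block.

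The module's median log2 fold change kept its direction and its side of the threshold in all 16 alternatives with a test, between 4.61 at resolution 0.5 and 6.99 with high doublet scores removed. With no replicate block it was 6.80. It moved most in the fits that each left out one replicate, from 1.62 to 4.31, on the log2(CPM + 1) scale, which is smaller by construction for genes of low level. In replicate 1 alone the cluster held 440 cells, of which 12.7% had a SlASFT UMI.

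The mean share of cells moved to 4.48% at resolution 0.5, where the cluster held 361 cells of replicate 1 and 618 of replicate 2, and lay from 3.03% to 3.55% across the fits that each left out one replicate. In the other alternatives it lay within 1 SD of the main value, though that SD is wide. The share of SlASFT-positive cells with a SlMYB92 UMI moved to 3.72% after thinning to 1000 UMIs and was 5.30% after thinning to 2000. It lay from 5.36% to 8.48% across the fits that each left out one replicate. The median log2 ratio of the top to the lowest part moved to 6.31 at resolution 0.5, to 3.53 with the listed genes kept as clustering features and to 5.82 with at least 1000 UMIs per cell. It lay from 4.13 to 5.62 across the fits that each left out one replicate. With counts of 0 in the lowest part set to 3 it was 3.97. All these ratios stayed above 0. The causes of these shifts were not tested. The Pearson correlation of the libraries stayed between 0.967 and 0.979. Their Spearman correlation was 0.9575 over the genes with at least 1 CPM in both libraries.

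Among the single genes named, 312 values under alternatives kept their direction and their side of the threshold or, for single libraries with no test, lay within the spread between libraries, 17 values without a test moved by more than the spread between libraries, and 14 no longer passed the threshold. No value changed direction. Of the 14, 7 belonged to Solyc02g089690, 3 to Solyc06g073180 and 1 to Solyc09g065755, a module gene with a log2 fold change of -0.79, which lost its call without the replicate block (adjusted p = 0.118). The other 3 arose under DESeq2's Wald test, for SlMYB92, Solyc11g067180 and Solyc04g014280, with adjusted p-values from 0.384 to 0.548 and standard errors from 7.51 to 7.52.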

Other observations

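The tests in this part were chosen only after the results they bear on had been seen.

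The share of exodermis-like cells was 4.37-fold higher in replicate 2 than in replicate 1. The cell with the fewest UMIs held 1063 in replicate 1 and 500 in replicate 2, which was 0.132 of the library's median depth in both. With the minimum of 1063 UMIs applied to both libraries, the cluster held 79 of 12403 cells in replicate 1 and 183 of 8633 in replicate 2. The ratio of the shares fell to 3.33, and the exact 95% intervals ran from 0.505% to 0.793% and from 1.83% to 2.45%. Among cells at or above the median depth of their own library, the ratio was 7.18 instead. A higher cell-calling minimum in replicate 1 as the whole cause is argued against. Whether it accounts for part of the ratio stays open, since the ratio fell under 1 form of the cut and rose under the other. SlASFT-expressing cells of replicate 1 that were placed in other clusters are also argued against as the cause. SlASFT made up 5.37 CPM of all UMIs of replicate 1 and 42.1 CPM of replicate 2, a ratio of 7.84 that needs no clusters. Cells without SlASFT UMIs are not covered by this value. At resolution 0.5 the shares were 2.91% in replicate 1 and 6.04% in replicate 2, a ratio of 2.07, and with each library clustered alone they were 3.55% and 3.03%, a ratio of 0.854. In these larger clusters of replicate 1, 56 of 361 and 56 of 440 cells had a SlASFT UMI. Whether the other cells are exodermal cells that the clustering placed elsewhere, or cells of other types, cannot be told apart, since SlASFT does not count them. A lower RNA yield of these cells in replicate 1, a difference in how well walls were digested, and a difference in the root zone sampled stay open. No biological explanation was tested, as both libraries have the same label.

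SlMYB41 UMIs in cluster 21, which was singled out after its level was seen, did not come with SlASFT. Free RNA of exodermis-like cells, or doublets with them, would bring SlASFT in the ratio found in the exodermis-like cluster, which needs 1850 CPM in replicate 1 and 4790 CPM in replicate 2. The observed levels were 1.17 and 6.82 CPM, at most 0.142% of that. These values argue against that source. Transcription of SlMYB41 in another cell type and reads shared with a close copy of the gene both stay open, and neither was tested. Cluster 21 carries no name here.

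SlASFT UMIs were also found outside the exodermis-like cluster, in 117 cells of replicate 1 and 245 of replicate 2. Free RNA in equal amounts per droplet would give like shares of positive cells in all cell types. In replicate 2 the shares were 2.1% in endodermis-like, 2.46% in dividing-like, 1.95% in xylem-like and 3.37% in phloem-like cells, while the median depth ran from 2643.5 to 8988 UMIs. In replicate 1 they were 2.01%, 0.746%, 0 of 124 cells and 0.617%. The test was run in 2 forms. A permutation test that assigned UMIs to cells at random (100000 draws), the form run first, gave p = 0.00079 in replicate 1 and p = 0.409 in replicate 2. That form treats UMIs of 1 cell as independent, and 1 dividing-like cell of replicate 1 held 19 of the 36 UMIs of its cluster. The test was therefore changed, after that result was seen, to a permutation over cells with a UMI, which gave p = 0.178 in replicate 1 and p = 0.645 in replicate 2. The outcome in replicate 1 depends on the form, and only 10 of its cells in these clusters were positive, so equal shares and differing shares cannot be told apart. Free RNA does not account for all of these UMIs. In replicate 1, 6 cells outside the cluster held over 5 SlASFT UMIs each, and in replicate 2, 15 did, where a Poisson draw of evenly spread UMIs gives 3.37e-10 and 2.7e-07 such cells. They carried 29.1% and 41.5% of the SlASFT UMIs outside the cluster. Doublets and exodermal cells placed elsewhere are candidate sources of these. Without the cells of the highest doublet scores, 104 cells of replicate 1 and 195 of replicate 2 outside the cluster still had a SlASFT UMI. Their share of the cells outside went from 0.949% to 0.937% in replicate 1 and from 2.46% to 2.14% in replicate 2. The fall in replicate 2 leaves doublets possible as part of the source. These counts cover cells with any SlASFT UMI, so they do not decide the source of the cells with over 5. Doublets that the scores miss stay open, and exodermal cells placed elsewhere were not tested. No biological explanation was tested.

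In the lowest part of the exodermis-like cluster's ranking by markers, suberin gene levels were low. Shallow cells as the source are argued against, since these cells were deeper than those of the top part, by 1.36 times in replicate 1 and 1.87 times in replicate 2. Cells of other types that merely carry free exodermal RNA are argued against as the make-up of the whole lowest part. SlASFT in the lowest part was 211 times its level in all cells outside the cluster in replicate 1 and 106 times in replicate 2. These levels are sums over cells, 29 UMIs over 27 cells in replicate 1. A mixture of exodermal cells with cells of other types could give them too and stays open. Without the cells of the highest doublet scores the mean log2 ratio of the top to the lowest part was 4.42, which differed from the 4.68 of all cells by less than the spread between libraries. Doublets that these scores miss may still contribute, since the caller's own threshold marked no cell. Exodermal cells at an earlier stage were not tested and stay open. No biological explanation was tested.

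The 4 clusters made up almost only of replicate 2 may come from the centring of each gene within each library before the clustering. Without centring, 100.0% of their 1650 cells of replicate 2 fell into clusters with at least 10 cells of each library, and replicate 1 made up a median of 70.5% of those clusters. The values are consistent with an effect of the centring. Cells that are rare in replicate 1 stay open as a source, and no biological explanation was tested.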
